# Comparison of the Genome-Wide DNA Methylation Profiles between Fast-Growing and Slow-Growing Broilers

**DOI:** 10.1371/journal.pone.0056411

**Published:** 2013-02-18

**Authors:** Yongsheng Hu, Haiping Xu, Zhenhui Li, Xuejuan Zheng, Xinzheng Jia, Qinghua Nie, Xiquan Zhang

## Abstract

**Introduction:**

Growth traits are important in poultry production, however, little is known for its regulatory mechanism at epigenetic level. Therefore, in this study, we aim to compare DNA methylation profiles between fast- and slow-growing broilers in order to identify candidate genes for chicken growth. Methylated DNA immunoprecipitation-sequencing (MeDIP-seq) was used to investigate the genome-wide DNA methylation pattern in high and low tails of Recessive White Rock (WRR_h_; WRR_l_) and that of Xinhua Chickens (XH_h_; XH_l_) at 7 weeks of age. The results showed that the average methylation density was the lowest in CGIs followed by promoters. Within the gene body, the methylation density of introns was higher than that of UTRs and exons. Moreover, different methylation levels were observed in different repeat types with the highest in LINE/CR1. Methylated CGIs were prominently distributed in the intergenic regions and were enriched in the size ranging 200–300 bp. In total 13,294 methylated genes were found in four samples, including 4,085 differentially methylated genes of WRR_h_ Vs. WRR_l_, 5,599 of XH_h_ Vs. XH_l_, 4,204 of WRR_h_ Vs. XH_h_, as well as 7,301 of WRR_l_ Vs. XH_l_. Moreover, 132 differentially methylated genes related to growth and metabolism were observed in both inner contrasts (WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_), whereas 129 differentially methylated genes related to growth and metabolism were found in both across-breed contrasts (WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_). Further analysis showed that overall 75 genes exhibited altered DNA methylation in all four contrasts, which included some well-known growth factors of IGF1R, FGF12, FGF14, FGF18, FGFR2, and FGFR3. In addition, we validate the MeDIP-seq results by bisulfite sequencing in some regions.

**Conclusions:**

This study revealed the global DNA methylation pattern of chicken muscle, and identified candidate genes that potentially regulate muscle development at 7 weeks of age at methylation level.

## Introduction

Chicken growth is important economic traits in poultry production. It was determined by the interactions among genetic, nutritional, and environmental factors [1]. Until now, there have been extensive genome-wide association studies, which have identified some genetic factors affecting chicken growth [2], [3]. And many candidate genes were reported to have important effects on growth [4]–[6]. Moreover, a large number of quantitative trait loci (QTLs) for chicken growth have been identified [7]–[11]. However, the genetic mechanisms in chicken growth system are still unknown and, polymorphism or QTL alone can not provide adequate explanations for them. Recently, epigenetic factors especially DNA methylation have received considerable attention because of its potential influence on complex traits and diseases [12]. Nevertheless, so far the epigenetic mechanisms responsible for chicken growth remain poorly understood.

DNA methylation is a stably inherited epigenetic modification in eukaryotes. Previous work has demonstrated the importance of DNA methylation in many biological processes like gene expression regulation, genomic imprinting, X chromosome inactivation, and disease development [13]–[19]. Recently, the research on genomic methylation has been extensively conducted in plants and mammals [20]–[22]. In birds, the genome-wide DNA methylation was firstly profiled in the muscle and liver tissues from two breeds including the red jungle fowl and avian broiler using Methylated DNA immunoprecipitation-sequencing (MeDIP-seq) [23].

The objective of the present study was to assay the genome-wide DNA methylation pattern in the muscle and to identify methylated genes that were involved in the chicken growth. Here, we collected breast muscle tissues of the two-tail samples from two chicken breeds exhibiting different growth performance at 7 weeks of age: Recessive White Rock (WRR) and Xinhua Chickens (XH), and compared the DNA methylation differences between these two breeds and within each breed by MeDIP-seq. Our analysis showed the landscape of DNA methylome distribution in the genome, revealed a large number of differentially methylated genes in different comparisons between or within two breeds, and identified genes related to the regulation of chicken growth at 7 weeks of age.

## Materials and Methods

### Ethics Statement

All animal experiments were handled in compliance with and approved by the Animal Care Committee of South China Agricultural University (Guangzhou, People’s Republic of China) with approval number SCAU#0011. All efforts were made to minimize suffering.

### Animals

Two chicken breeds, WRR and XH, were used for DNA methylation investigation in the present study. WRR, a breed with fast growth rate, were obtained from Guangdong Wens Foodstuff Company Ltd, Guangdong, China. XH, a Chinese native breed with slow growth rate, were obtained from Zhicheng Avian Breeding Company Ltd, Guangdong, China. All broilers were reared in cages with a 24-h photoperiod for the first 2 d of age and then changed to a 16-h photoperiod. They were fed with free access to water and fed *ad libitum* with 16.5% CP and 2, 800 kcal of ME/kg. At 7 weeks of age, according to the body weight records, 3 female birds from each of the two-tail samples of WRR and XH were selected and then four groups including WRR_h_, WRR_l_, XH_h_, and XH_l_ were generated. The BW values were 1,064.0±11.1, 695.0±24.4, 305.8±23.3, and 207.6±11.1 g in the WRR_h_, WRR_l_, XH_h_, and XH_l_ group, respectively. Breast muscle tissues of the 12 individuals were collected and stored at −80°C until DNA extraction.

### DNA Extraction and Preparation for MeDIP-seq

Genomic DNA was isolated using TaKaRa Universal Genomic DNA Extraction Kit Ver. 3.0 (DV811A) (TaKaRa, Osaka, Japan) according to the manufacturer’s protocol and then DNA quality was evaluated by agarose gel electrophoresis and spectrophotometer. DNA from 3 birds within each group was mixed in equal amounts to generate a pooled sample using Quant-iT dsDNA HS Assay Kit (Invitrogen, Carlsbad, CA, USA). Subsequently, these four pooled samples were sonicated to produce DNA fragments ranging from 100–500 bp. After end repairing, phosphorylating and A-tailing with Paired-End DNA Sample Prep kit (Illumina, San Diego, CA, USA), DNA was ligated to an Illumina sequencing primer adaptor. Then the fragments were used for MeDIP enrichment using Magnetic Methylated DNA Immunoprecipitation kit (Diagenod, Liège, Belgium) following the manufacturer’s recommendation and the qualifying DNA was used for PCR amplification. Then bands between 220 and 320 bp were excised from the gel and purified with QIAquick Gel Extraction Kit (Qiagen, Valencia, CA, USA). Products were quantified with Quant-iTTM dsDNA HS Assay Kit (Invitrogen, Carlsbad, CA, USA) on an Agilent 2100 Analyzer (Agilent Technologies, Santa Clara, CA, USA). Following qPCR qualification, DNA libraries were sequenced on the Illumina Hiseq 2000 (Illumina, San Diego, CA, USA) to generate paired-end 50-bp reads by the Beijing Genomics Institute (BGI, Shenzhen, Guangdong, China).

### Bisulfite Sequencing

Five pairs of primers (Table 1) were designed with Methyl Primer Express Software v1.0, including one pair (P1) for the validation of relatively low methylated regions and four pairs (P2–P5) for high methylated regions. Two micrograms of pooled DNA from each group was firstly treated with the EpiTect Bisulfite kit (Qiagen, Valencia, CA, USA) and used as the template for the following semi-nested PCR amplification. PCR for PM1 and PM2 was performed in 50-µL reaction mixtures containing 50 ng of DNA, 1 µM of each primer and 25 µL Premix EX Taq™ Hot Start Version (TaKaRa, Osaka, Japan) with the conditions as: 94°C for 1 min; 35 cycles of 98°C for 10 s, 62°C for 30 s and 72°C for 30 s; and 72°C for 5 min. Reactions for PM3 to PM5 were carried out in a total volume of 50 µL including 50 ng of DNA, 1 µM of each primer and 2.5 U LA Taq HS (TaKaRa, Osaka, Japan). Both of the first and the second reaction rounds were performed under the following conditions: 94°C for 3 min; 35 cycles of 94°C for 30 s, 62°C for 30 s and 72°C for 30 s; and 72°C for 5 min. The PCR products were purified with a Gel Extraction Kit (Tiangen, Beijing, China) according to the manufacturer’s instructions and then cloned into the pMD18-T vector (Takara, Osaka, Japan). For each primer, 10 clones were sequenced by BGI (Shenzhen, Guangdong, China) with commercial service and the resulting data were analyzed using ClustalW.

**Table 1:** The information of primers for bisulfite sequencing.

Primers	Primer sequence (5′→3′)	Length^1^ (bp)	AT^2^ (°C)	Location^3^
PM1	F: GGTGGTAGTTGTATTTTTTTTGT	415	62	chr9: 6199130–6199544
	R: CTATACACAACTCCCCTAAACATA			
PM2	F:TTGATTGTAGTGGATTTGGATT	354	62	chr6: 10360074–10360427
	R: TACTCTCCTTCCAAACAAACC			
PM3	F: GGTTTGTTTGGAAGGAGAGTAA	357	62	chr6: 1036407–10360763
	R: AAAAAACCTCTACTCCACCTCC			
PM4	F: AGTAGGGGTGGATTTGGAATAT	346	62	chrUn_ Random: 45286930–45287275
	R: CAATCTTCCCTTCCCTAAAACT			
PM5	F: GTGAGTAGTTTTAGGGAAGGGA	433	62	chrUn_Random: 45287248–45287680
	R: ACTCCACCCCTACAAACTAAAC			

1 referred to the product length.

2 indicated annealing temperature.

3 indicated the PCR amplified locations in chicken chromosomes.

### Bioinformatic Analysis

Raw data obtained from Illumina sequencing were first processed to filter out reads containing adapters, unknown or low quality bases and then were mapped to the chicken reference genome (ftp://ftp.ensembl.org/pub/release-63/fasta/gallus_gallus/dna/) by SOAPaligner v 2.21 (http://soap.genomics.org.cn/) with no more than 2 bp mismatches [24]. The uniquely mapped data were retained for reads distribution analysis including the distribution in chicken chromosomes and the distribution in different components of the genome. Gene information was downloaded from the public FTP site of Ensembl (ftp://ftp.ensembl.org/pub/release-63/gtf/gallus_gallus/) and the region from transcript starting site to transcript ending site was defined as gene body region. The CpG islands (CGIs) were scanned by CpGPlot (https://gcg.gwdg.de/emboss/cpgplot.html) with the criteria as: length exceeding 200 bp, GC content greater than 50%, and observed-to-expected CpG ratio greater than 0.6. Repeat annotations were obtained from the UCSC database (http://hgdownload.cse.ucsc.edu/goldenPath/rn4/bigZips/chromOut.tar.gz) and the analysis of reads distribution on repeats was carried out by RepeatMasker (http://www.repeatmasker.org/). Then genome-wide methylation peak scanning was conducted using the MACS V 1.4.2 (http://liulab.dfci.harvard.edu/MACS/) [25]. The number of peaks in different components of the chicken genome (such as promoters, 5′ UTR, 3′ UTR, exon, intron, intergenic regions, CGIs, and repeats) was analyzed in our study. Moreover, the number of methylated peaks in the whole genome, called total peak number, was also analyzed in each sample and here a peak overlapping among the different components was just counted for one time. The methylation densities in different components of the genome were compared by calculating the ratio of methylated peaks in a particular component to the total area of that region. Statistical analyses of methylation level differences in different components of the genome and CGIs density differences in different size classes were processed with least square method by JMP 8.0 software (http://www.jmp.com/; SAS Institute Inc., Cary, NC, USA). All genes with peaks were used for the subsequent gene ontology (GO) analysis and pathway analysis. GO term information was obtained from the UniProtKB-GOA database (http://www.ebi.ac.uk/GOA/). Genes exhibiting more than 2-fold methylation level changes in different samples were analyzed for GO and KEGG pathway enrichments using the DAVID Functional Annotation Tool (http://david.abcc.ncifcrf.gov/) [26], with P<0.005 and Benjiamini adjusted p<0.05.

### Online Data Deposition

The MeDIP-Seq data from this study have been deposited in NCBI Sequence Read Archive with accession number GSE42751 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42751).

## Results

### Assemble and Blast Analysis of MeDIP-seq Reads

In the present study, three breast muscle tissues were used to generate one pooled DNA sample for each group of WRR_h_, WRR_l_, XH_h_, and XH_l_. 

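MeDIP-seq reads DNA fragments pulled down with an antibody against methylated cytosine, so that methylated regions collect more reads than the rest of the genome. DNA from the breast muscle of 3 female birds, 7 weeks of age, was mixed into each pool, and each of the 4 groups (WRR_h_, WRR_l_, XH_h_, and XH_l_) was represented by 1 library, so no group had replicates and the spread between birds could not be measured. The authors mapped the reads to the chicken genome of Ensembl release 63 and called peaks in each library with MACS, without a control library. MACS was run with an effective genome size of 1100000000 bp, a calling p of 1e-05 and a local background range of 5000 bp, and it kept at most 2 tags at the same position. A tag is a mapped read of 49 bp here. Table 2 gives 13087223, 12287910, 12875987, and 13728925 uniquely mapped reads in WRR_h_, WRR_l_, XH_h_, and XH_l_, respectively, and MACS read 11965078, 11222309, 11769927, and 12370731 tags. After duplicates were limited, 7836275 tags (65.49%) were left in WRR_h_, 6439574 (57.38%) in WRR_l_, 7610740 (64.66%) in XH_h_, and 8360382 (67.58%) in XH_l_. The library with the most uniquely mapped reads had 1.117 times as many as the one with the fewest, while for these distinct tags the ratio was 1.298. The deposited peak lists give the position, length, summit, number of tags, fold enrichment and a score of -10 times the log10 of p for each peak. From them, overlaps between libraries were computed at a minimum of 1 bp, and tag numbers of overlapping peaks were compared with Fisher's exact test. The depth used to scale tags was the uniquely mapped reads of Table 2. Since the tags in peaks were counted after the limit on duplicates, scaling by distinct tags was tried as well. The peak lists name no genes, so positions were not assigned to genes, CpG islands or repeats.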

A range of 36,734,694 to 33,399,566 raw reads were generated for the four groups, respectively. In each group, about 65% of the reads were mapped and about 36% of the reads were uniquely mapped to the chicken genome (Table 2). The uniquely mapping reads of WRR_h_, WRR_l_, XH_h_, and XH_l_ covered 21.05%, 18.10%, 21.26%, and 20.03% of the chicken genome, respectively.

**Table 2:** Data generated by MeDIP-seq.

Sample^1^	Total numberof reads	Total MappedReads	Total Unique MappedReads	Percentage of mappedreads in total reads	Percentage of unique mapped reads
WRR_h_	36,734,694	23,877,624	13,087,223	65.00%	35.63%
WRR_l_	33,399,566	21,861,843	12,287,910	65.46%	36.79%
XH_h_	36,734,694	23,472,733	12,875,987	63.90%	35.05%
XH_l_	36,734,694	23,897,397	13,728,925	65.05%	37.37%

1 WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.

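The peaks called from these reads lay on all 28 numbered autosomes, on chromosomes Z and W and on 18 unplaced or random sequences. They also lay on the assembled sequences E22C19W28_E50C23 and E64. Every numbered autosome had peaks in each of the 4 libraries (1 pooled library per group, no replicates). No peak was called on the mitochondrial chromosome in any library. Chromosome lengths were not in the peak lists, so densities were computed up to the last peak of a chromosome in any library. On chromosomes 1 to 5 there were 34.74, 35.10, 33.30, and 41.72 peaks per Mb in WRR_h_, WRR_l_, XH_h_, and XH_l_, respectively. The density was higher on chromosomes 6 to 10, with 48.06, 47.83, 44.42, and 57.51 peaks per Mb, and higher again on the small chromosomes 11 to 28 without 16 and 17, with 64.27, 63.87, 60.60, and 77.94 peaks per Mb. Chromosome Z, 74.60 Mb to its last peak, had the lowest density, with 12.43 peaks per Mb in WRR_h_, 12.25 in WRR_l_, 11.54 in XH_h_, and 14.95 in XH_l_. Chromosome W had 22, 14, 16, and 18 peaks. Sequences outside the assembled chromosomes held 3882 peaks in WRR_h_, 3663 in WRR_l_, 3839 in XH_h_, and 4412 in XH_l_, which was between 8.17% and 8.98% of the peaks of a library.

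**Figure D1:**
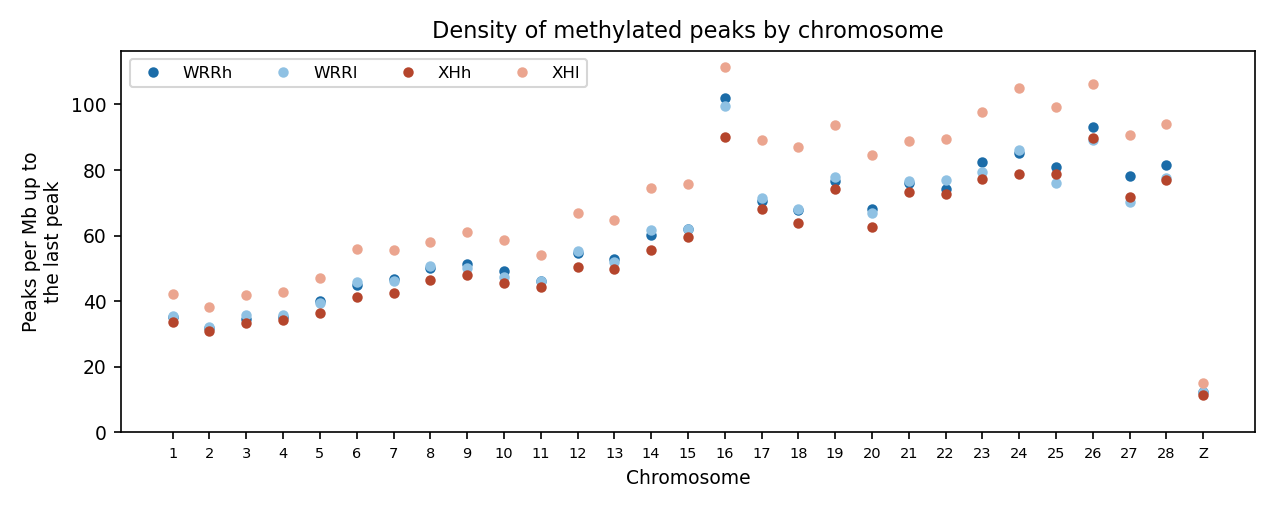
Methylated peaks per Mb (vertical axis) on chromosomes 1 to 28 and Z (horizontal axis), each point standing for 1 of the 4 pooled libraries. Density rises from the large to the small chromosomes and is lowest on Z in every library, at 11.54 to 14.95 peaks per Mb.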

MeDIP-seq reads were detected in most chromosomal regions (GGA1-28, chromosome Z, chromosome W, and chromosome MT) in each group except for some gaps (Figure S1, S2). However, no uniquely mapped but just multi-mapped reads could be found in a long region of GGA17 (from 3,180,001 to 11,182,526 bp).

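The peaks showed the same gap. Between 3180001 and 11182526 bp of GGA17, a region of 8.00 Mb, no peak was called in any of the 4 libraries. The remaining part of GGA17 held 224 peaks in WRR_h_, 227 in WRR_l_, 216 in XH_h_, and 283 in XH_l_, which was 70.4, 71.4, 67.9, and 89.0 peaks per Mb. The last peak of GGA17 ended at 3134815 bp in WRR_h_, 3175635 bp in WRR_l_, 3135246 bp in XH_h_, and 3175695 bp in XH_l_, so the gap began 4306 bp after it in the library with the last peak closest to the region. The region makes up 71.56% of the length up to its end, and 160.3, 162.4, 154.6, and 202.5 peaks would lie in it if peaks were spread evenly (exact binomial test on the peaks, p = 4.69e-123, 1.08e-124, 1.1e-118, and 2.82e-155). At these numbers the smallest share that could be seen in the region, 3 peaks, was between 1.06% and 1.39% of the peaks of GGA17. With only peaks of a score of at least 100, the number in the region stayed at 0 in each library, as it had to, since a stricter score only removes peaks. The paper states that only multi-mapped reads were found there, and the peaks were called from uniquely mapped reads. A count of 0 was therefore fixed before the test, and the binomial p only restates the absence of uniquely mapped reads.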

The analysis of read distribution in different components of the genome showed that the uniquely mapped reads were mainly present in repeat elements. A range of 17.42% to 19.84% of them belonged to the gene body regions. The proportion of reads uniquely mapped to CGIs in WRR_h_, WRR_l_, XH_h_, and XH_l_ was only 1.00%, 0.87%, 0.97%, and 1.02%, respectively (Figure 1).

**Figure 1:**
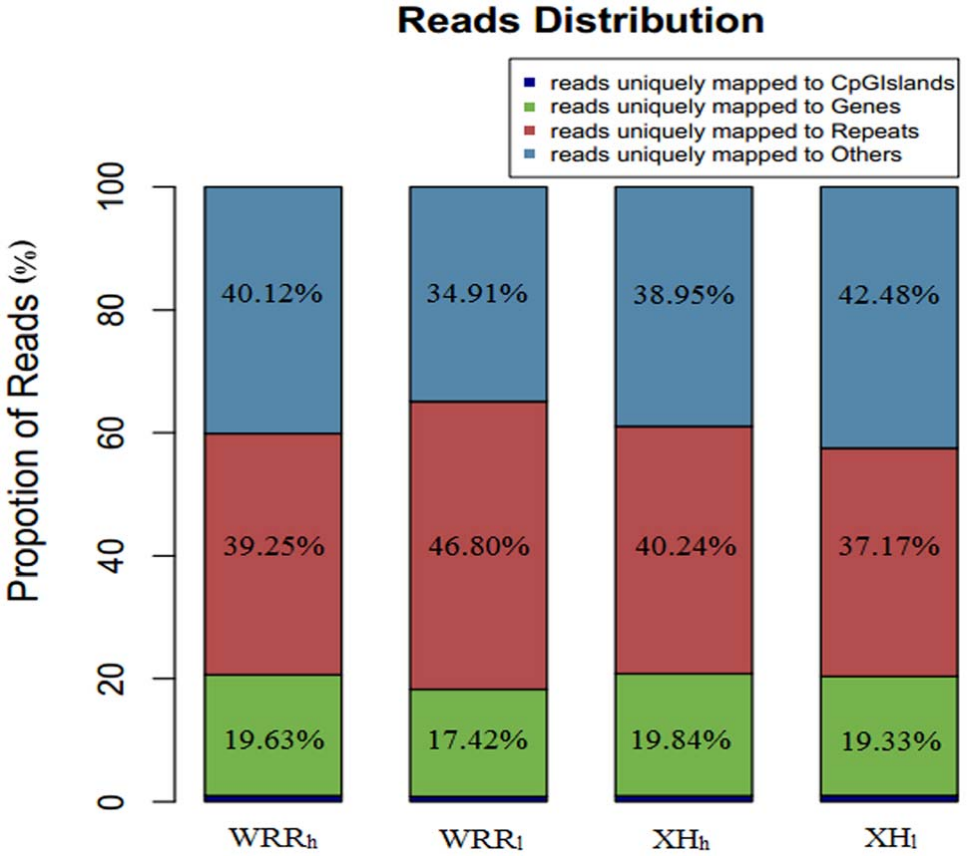
Genomic distribution of the uniquely mapped reads. All uniquely mapped reads were classified into four types: reads uniquely mapped to CpG islands (dark blue), genes bodies (green), repeats (red), others (light blue). The percentage for each class was given at the top of each graph. WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.

### MeDIP-seq Data Validation

In this study, one region with relatively low methylation and two regions with high methylation were selected randomly to carry out bisulfite sequencing for the validation of MeDIP-seq data. 

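The amplicons of Table 1 were placed on the peaks of each library (1 pooled library per group, no replicates). PM1, the amplicon chosen for relatively low methylation, lies on chromosome 9 from 6199130 to 6199544 bp. It overlapped a peak only in WRR_h_, which ran from 6198763 to 6199839 bp with 38 tags, a fold enrichment of 6.58 and a score of 58.47. The nearest peak was 4.1 kb away in WRR_l_, 1.5 kb in XH_h_, and 4.0 kb in XH_l_. PM2 (10360074 to 10360427 bp) and PM3 (10360407 to 10360763 bp, with the start taken from the end and the product length of 357 bp) on chromosome 6 lay inside a single peak in every library. This peak had 172 tags in WRR_h_, 88 in WRR_l_, 146 in XH_h_, and 147 in XH_l_, or 13.14, 7.16, 11.34, and 10.71 tags per 1000000 uniquely mapped reads, with fold enrichments of 6.23, 5.29, 5.63, and 5.50. Its length differed as well, with 2682 bp in WRR_h_, 1346 bp in WRR_l_, 2695 bp in XH_h_, and 1234 bp in XH_l_. The tag numbers therefore mix signal with peak width and do not rank the libraries by methylation. PM4 (45286930 to 45287275 bp) and PM5 (45287248 to 45287680 bp) on chrUn_random, the sequence of unplaced contigs, lie in the upstream region shown in Figure 2. Both overlapped a peak in WRR_h_ with 338 tags, in WRR_l_ with 382 tags, and in XH_l_ with 808 tags over 4134 bp. No peak overlapped them in XH_h_, where the nearest peak began 3.3 kb beyond PM5. A missing peak call is not a measure of low methylation, since the lists give no tags where no peak was called. Across the 5 amplicons and the 4 libraries, 15 combinations had a peak, and 14 when at least 50% of the amplicon had to be overlapped, since the WRR_h_ peak covered 45.7% of PM4. For these amplicons, the paper reports that bisulfite sequencing and MeDIP-seq gave nearly the same picture.

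**Figure D2:**
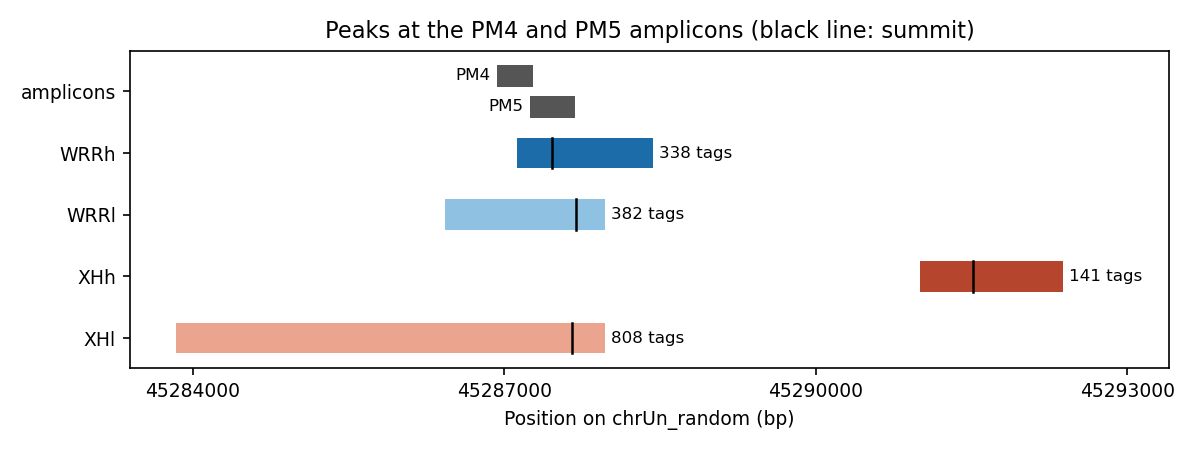
Position on chrUn_random in bp (horizontal axis) of the PM4 and PM5 amplicons (grey) and of the overlapping or nearest peak in each of the 4 libraries (coloured bars, summit as a black line, number of tags beside the bar). Peaks of 338, 382, and 808 tags reach the amplicons in WRR_h_, WRR_l_, and XH_l_, and the nearest peak of XH_h_, with 141 tags, lies to the right of them.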

We found that the bisulfite sequencing results were almost in accordance with the MeDIP-seq results (Figure 2, Figure S3 and S4).

**Figure 2:**
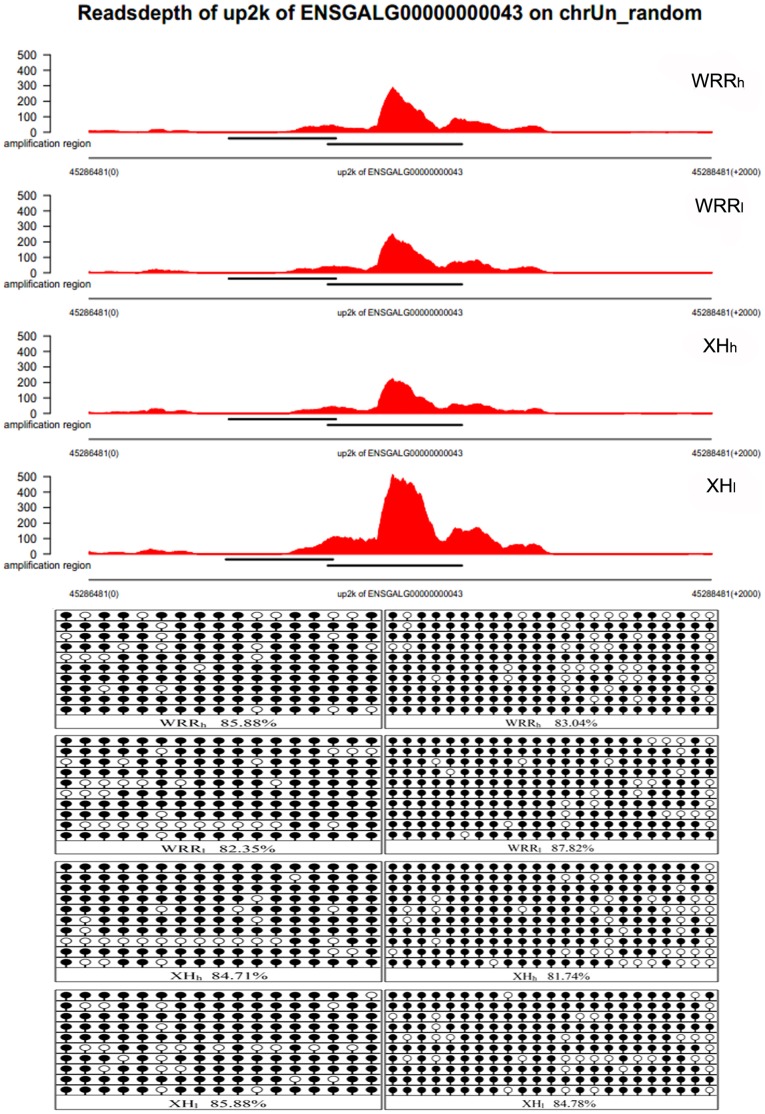
The validation of MeDIP-seq data by bisulfite sequencing. One region with high methylation obtained from MeDIP-Seq data was selected and its methylation pattern was assessed by bisulfite sequencing. Each line corresponded to a single strand of DNA and each circle represented a single CpG dinucleotide. Filled circles and open circles indicated methylated sites and unmethylated sites, respectively.

### DNA Methylation Profiles of the Chicken

In order to decipher the genome-wide DNA methylation profiles of the chicken, we used the uniquely mapped reads to detect the methylated peak and further analyzed the peak distribution in different components of the genome through the comparison of their methylation densities. Here, the genomic regions 2 Kb upstream and downstream of the TSS were regarded as the proximal promoter. 

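The peak lists held 44945 peaks in WRR_h_, 44832 in WRR_l_, 42747 in XH_h_, and 53821 in XH_l_, each called in 1 pooled library without replicates. The median peak was 923 bp long with 37 tags in WRR_h_, 846 bp with 31 tags in WRR_l_, 910 bp with 35 tags in XH_h_, and 869 bp with 38 tags in XH_l_, and no peak had fewer than 14 tags. Peaks covered 46.81, 42.70, 43.77, and 54.28 Mb, which was 4.26%, 3.88%, 3.98%, and 4.93% of the effective genome size given to MACS. They held 32.89% of the distinct tags in WRR_h_ (95% Wilson interval 32.86 to 32.93%), 33.52% in WRR_l_ (33.48 to 33.56%), 30.89% in XH_h_ (30.85 to 30.92%), and 39.27% in XH_l_ (39.24 to 39.31%). XH_l_ also had the most peaks per 1000000 uniquely mapped reads, with 3920.3 against 3434.3 in WRR_h_, 3648.5 in WRR_l_, and 3319.9 in XH_h_. Per 1000000 distinct tags, a scaling chosen after seeing the data, WRR_l_ came first with 6962.0 peaks, followed by XH_l_ with 6437.6, WRR_h_ with 5735.5, and XH_h_ with 5616.7. The number of peaks moved most when a fold enrichment of at least 10 was required, which left 10402, 13578, 10047, and 13736 peaks in WRR_h_, WRR_l_, XH_h_, and XH_l_.

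**Figure D3:**
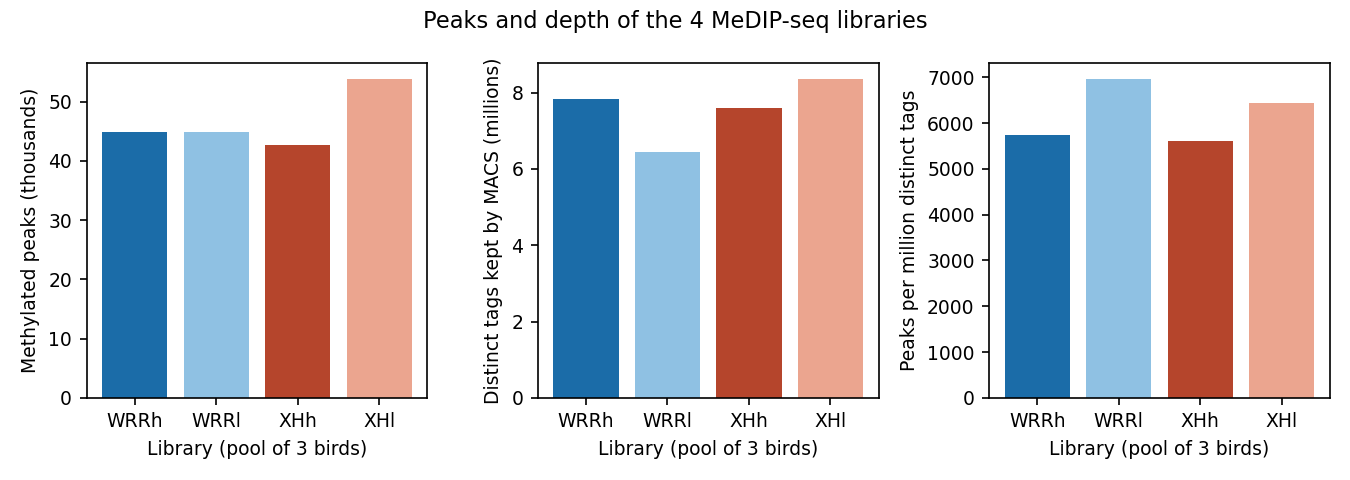
Number of methylated peaks in units of 1000 (left), distinct tags kept by MACS in units of 1000000 (middle), and peaks per 1000000 distinct tags (right) in the 4 pooled libraries, 1 bar per library. XH_l_ has the most peaks (53821) and the most distinct tags (8360382), and WRR_l_ has the most peaks per 1000000 distinct tags (6962.0).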

We obtained 44,945, 44,832, 42,747, and 53,821 methylated peaks in WRR_h_, WRR_l_, XH_h_, and XH_l_, respectively (Table 3). A major portion of them were present in the intergenic regions followed by introns and exons. The average methylation density comparison showed that there were significantly differential methylation levels in different components of the genome (P<0.01) (Figure 3). Among all the classes, the average methylation density of promoters was the lowest followed by CGIs. The exon and intron regions exhibited significantly higher methylation levels than the intergenic regions (P<0.01). Within the gene body, the methylation density of introns was significantly higher than UTRs and exons (P<0.01). Repeats showed a relatively high methylation level. Moreover, we observed different methylation levels in different repeat types with high methylation in LINE/CR1 (44.5%), LTR/ERVL (20.6%), and simple repeat (9.3%) (Table 4).

**Figure 3:**
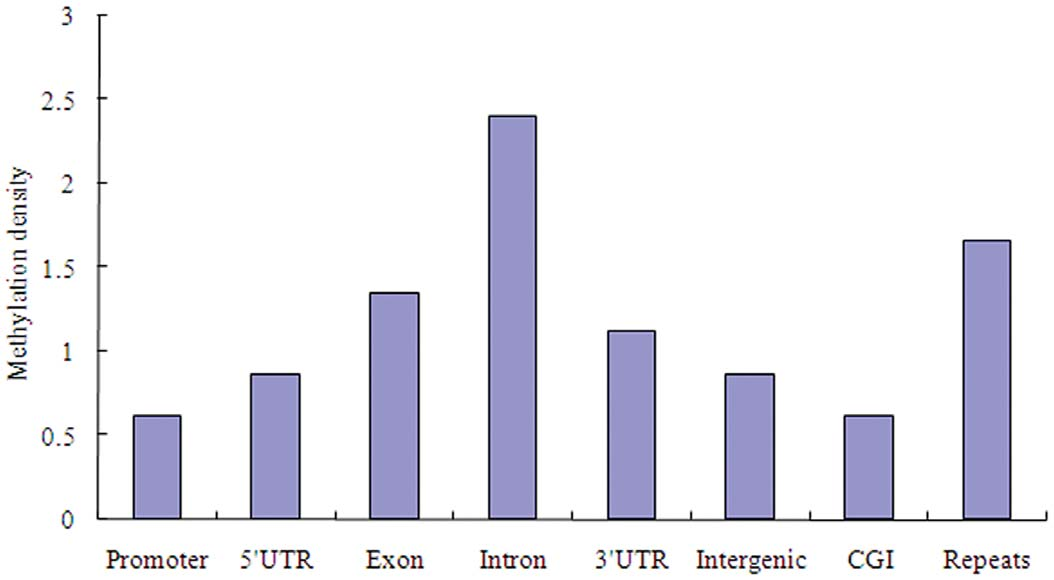
Methylation distribution in different genomic regions. Methylation density within promoter, gene body and intergenic regions was calculated with the ratio of methylated peaks in a particular component to the total area of that region.

**Table 3:** The peak distribution in different components of the chicken genome.

Sample^1^	Total peak number^2^	Promoter	5′UTR	Exon	Intron	3′UTR	Intergenic	CGI	Repeats
WRR_h_	44945	3838	608	10633	17689	1362	29390	4406	7493
WRR_l_	44832	3582	537	10388	17593	1268	31712	4020	6239
XH_h_	42747	3930	554	9970	16510	1278	27270	4412	6995
XH_l_	53821	4185	740	12781	20746	1563	36962	5084	7239

1 WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.

2 Total peak number indicated the number of methylated peaks in the whole genome in each sample.

**Table 4:** The distribution of methylated peaks in different repeat types.

Repeat type	WRR_h_ 1	WRR_l_ 1	XH_h_ 1	XH_l_ 1
DNA	2.19	2.85	2.37	3.38
DNA/TcMar	0.87	1.09	0.81	1.22
LINE/CR1	44.57	43.23	41.39	48.78
Low_complexity	6.7	8.74	9.96	6.87
LTR	0.39	0.38	0.31	0.41
LTR/ERV1	3.88	2.48	2.56	2.69
LTR/ERVK	4.55	3.27	3.65	3.18
LTR/ERVL	21.83	21.16	20.24	19.34
rRNA	0.08	0.08	0.09	0.12
Satellite	2.72	3.14	4.15	3.34
Satellite/macro	2.88	1.28	0.96	1.41
Satellite/W-chromosome	1.07	1.23	1.16	1.11
Simple_repeat	7.79	10.34	11.68	7.39
SINE	0.19	0.3	0.29	0.43
tRNA	0.05	0.1	0.07	0.07
Unknown	0.23	0.32	0.31	0.26

1 WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.

### Distribution of DNA Methylation in CGIs

CGIs were associated with the majority of the annotated gene promoters and were reported to be lowly methylated in the vertebrate genome [27], [28]. In this study, CGIs were classified into two types based on their methylation status. CGIs containing methylated peaks were regarded as methylated CGIs and the rest were termed as unmethylated. In the chicken genome, there were a total of 33,915 CGIs. Of these CGIs, about 13.0% (n = 4,406) were methylated in WRR_h_, 11.9% (n = 4,020) in WRR_l_, 13.0% (n = 4,412) in XH_h_, and 15.0% (n = 5,084) in XH_l_ (Table 5). Most of the methylated CGIs were present in the intergenic regions. Within the gene body, exons showed more methylated CGIs than UTRs and introns. Moreover, when classified methylated CGIs of each class according to their sizes, we found that the CGI number significantly decreased (P<0.05) with increase in the size of islands except for that in the 3′UTR region and more than 20% of methylated CGIs were in the size range of 200–300 bp (Figure 4). The number of unmethylated CGIs was significantly more (P<0.01) than that of methylated CGIs in each size. The densities of unmethylated CGIs in different size classes were significantly different (P<0.05) for each region. Furthermore, we found that unmethylated CGIs were enriched in promoters compared to other classes (25%).

**Figure 4:**
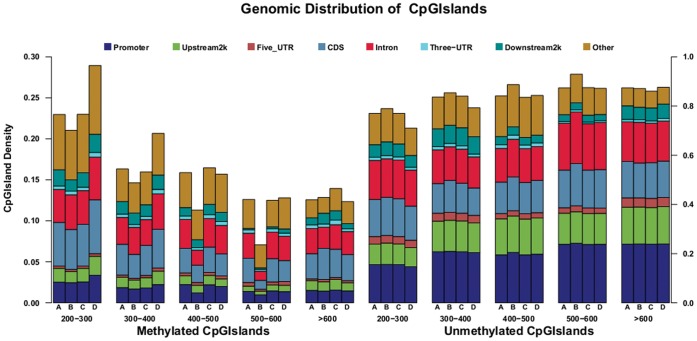
Genomic distribution of methylated and unmethylated CpG islands. We subdivided CpG islands into methylated and unmethylated islands and then categorized them into different bins according to their sizes. A. Genomic distribution of methylated CpG islands. B. Genomic distribution of unmethylated CpG islands. The number of CpG islands in a particular bin was calculated in different regions and subsequently it was normalized by the total number of CpG islands in that bin. Here the genomic region 2 kb upstream and downstream of the transcription start site was regarded as promoter. A, B, C, and D indicated the group of Recessive White Rock with high body weight (WRR_h_), Recessive White Rock with low body weight (WRR_l_), Xinhua Chickens with high body weight (XH_h_), and Xinhua Chickens with low body weight (XH_l_), respectively.

**Table 5:** Summary of methylated CGIs in the group of WRR_h_, WRR_l_, XH_h_, and XH_l_.

Sample^1^	5′UTR	3′UTR	Exon	Intron	Intergenic	Total methylated CGIs	Total CGIs	Methylated (%)
WRR_h_	54	88	1154	844	3195	4406	33915	13.0
WRR_l_	49	80	1044	750	2853	4020	33915	11.9
XH_h_	56	96	1158	838	3208	4412	33915	13.0
XH_l_	66	101	1322	970	3687	5084	33915	15.0

1 WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.

### GO Analysis of Methylated Genes in the Four Samples

In the present study, genes that overlapped with the methylation peaks in promoters or gene body regions were termed as methylated genes. A total of 13,294 methylated genes were found in the four samples, including 9,415 in WRR_h_, 9,360 in WRR_l_, 9,124 in XH_h_, and 10,075 in XH_l_ (Figure 5). 

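The peaks behind the methylated genes were compared between the 4 libraries by merging peaks that overlapped by at least 1 bp into regions, without assigning them to genes. Of the 80625 regions, 21478 (26.64%, 95% Wilson interval 26.34 to 26.95%) were called in all 4 libraries, 12355 (15.32%) in 3, 15774 (19.56%) in 2, and 31018 (38.47%) in a single library. The regions called in all libraries made up 47.98% of the regions of WRR_h_, 48.15% of WRR_l_, 50.42% of XH_h_, and 40.10% of XH_l_. XH_l_ had the most regions of its own, with 11965, against 6320 in WRR_h_, 6707 in WRR_l_, and 6026 in XH_h_. Regions called in a single library had a median of 22 tags, close to the lowest tag number of a peak, and regions called in all 4 had a median of 53 tags per library. Between pairs of libraries, the mean share of peaks that overlapped a peak of the other library was 67.23% for WRR_h_ and WRR_l_, 65.45% for XH_h_ and XH_l_, 65.44% for WRR_h_ and XH_h_, 64.77% for WRR_l_ and XH_l_, 65.68% for WRR_h_ and XH_l_, and 64.50% for WRR_l_ and XH_h_. With only peaks of a score of at least 100, 7795 regions were called in all 4 libraries, the largest move among the alternatives tried.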

Of them, 5,473 methylated genes were identified in all of the four groups. GO assignments showed that these methylated genes were involved in one or more of the three categories: biological process, cellular component, and molecular function (Table S1, Dataset S1). Among them, 2,163 belonged to biological process categories, including cellular process (1,776; 23.55%), metabolic process (1,703; 22.58%), response to stimulus (690; 9.15%), localization (428; 5.67%), biological regulation (425; 5.64%), establishment of localization (416; 5.52%), and others (Figure 6A). Furthermore, 2,064 methylated genes belonged to cellular component categories, including cell part (2,025; 27.49%), cell (2,025; 27.49%), organelle (1,403; 19.05%), membrane (651; 8.84%), organelle part (457; 6.21%), macromolecular complex (399; 5.42%), membrane part (237; 3.22%), membrane-enclosed lumen (114; 1.55%), and others (54; 0.73%) (Figure 6B). On the other hand, a total of 2,471 methylated genes were found to be involved in molecular function categories, including catalytic activity (1,992; 45.73%), binding (1,868; 42.89%), transporter activity (218; 5.00%), molecular transducer activity (75; 1.72%), enzyme regulator activity (60; 1.38%), structural molecule activity (58; 1.33%), and others (85; 1.95%) (Figure 6C).

**Figure 5:**
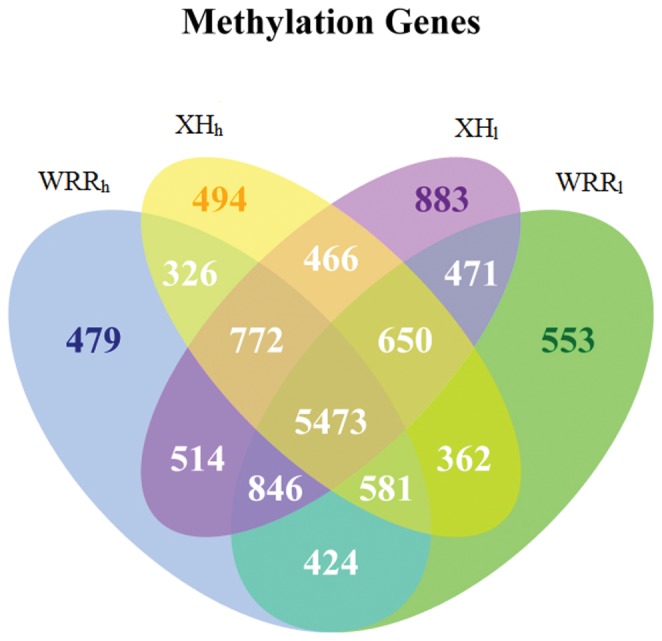
Methylated genes among four groups of WRR_h_, WRR_l_, XH_h_, and XH_l_. The methylated gene number was given at the top of each figure section. WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.

**Figure 6:**
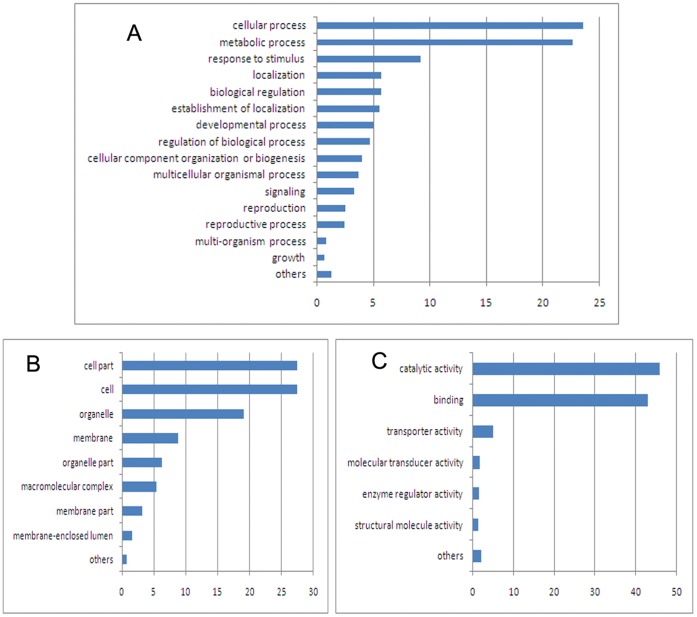
Functional classification of the whole methylated genes. (A) GO: Biological process. (B) Cellular component. (C) GO: Molecular function.

### Differentially Methylated Genes Among the Four Samples

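Tag numbers were compared between libraries in each region called in both libraries of a contrast, with Fisher's exact test on the tags of the region against the uniquely mapped reads of Table 2. A region counted as differential when its tags per uniquely mapped read changed by more than 2 fold with p under 0.01, and it counted as up when the second group was greater, as in the paper. The peak lists hold no tag number where a library has no peak, and no genes, so regions without a peak in both libraries were left out and the counts are of regions. Each side of a contrast was 1 pooled library, so the test takes in the sampling of reads but not the differences between birds. Tags were summed over each library's own peaks in a region, so a fold change also takes in differences in peak width. For example, the peak over PM4 held 338 tags over 1317 bp in WRR_h_ and 808 tags over 4134 bp in XH_l_. The counts and directions of differential regions therefore mix signal with peak width. In WRR_h_ Vs. WRR_l_, 1401 of 30114 regions were differential. There were 2637 of 31109 in XH_h_ Vs. XH_l_, 1394 of 28617 in WRR_h_ Vs. XH_h_, and 3926 of 31601 in WRR_l_ Vs. XH_l_. On simulated tag numbers for the regions of WRR_h_ Vs. WRR_l_, in which 200 regions were changed 4 fold, the same steps recovered 100% of the changed regions and called 0.318% of the unchanged ones. The simulated numbers varied by the sampling of reads only, without differences in peak width or between libraries. The 0.318% is therefore not a rate of false calls for the real regions. The choice that moved these counts most was the treatment of regions without a peak. With 0 tags written where none was called, 30553, 36582, 31527, and 38900 regions were differential in the 4 contrasts, in the order above.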

Comparison of gene methylation showed that there were 4,085 differentially methylated genes (coverage changes was more than two folds; p value <0.01) between WRR_h_ and WRR_l_ (WRR_h_ Vs. WRR_l_), 5,599 between XH_h_ and XH_l_ (XH_h_ Vs. XH_l_), 4,204 between WRR_h_ and XH_h_ (WRR_h_ Vs. XH_h_), as well as 7,301 between WRR_l_ and XH_l_ (WRR_l_ Vs. XH_l_) (Figure 7, Dataset S2). 

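The regions with the smallest Fisher p in each direction, among those on assembled chromosomes, were as follows, with coordinates of the Ensembl release 63 genome and no annotation at hand to name genes in them. In WRR_h_ Vs. XH_h_, a region of chromosome 2 from 84087342 to 84090873 bp had 34 tags in WRR_h_ and 514 in XH_h_, a 15.37 fold change (Fisher's exact test, p = 5.98e-113). The same region had 244 tags in WRR_l_ and 550 in XH_l_. The strongest change down in this contrast lay on chromosome 4 from 5230651 to 5237440 bp, with 517 tags in WRR_h_ and 159 in XH_h_ (3.2 fold, Fisher's exact p = 5.6e-44). A region of chromosome 9 from 1894585 to 1897708 bp came first in 2 contrasts. It had 364 tags in WRR_l_ against 1027 in WRR_h_, 1046 in XH_h_, and 1379 in XH_l_, so it was down in WRR_h_ Vs. WRR_l_ (2.65 fold, Fisher's exact p = 1.11e-64) and up in WRR_l_ Vs. XH_l_ (3.39 fold, Fisher's exact p = 1.43e-115). The first up region of WRR_h_ Vs. WRR_l_ lay on chromosome Z from 7865681 to 7867915 bp, with 464 tags in WRR_h_ and 981 in WRR_l_ (2.25 fold, Fisher's exact p = 2.09e-50). In XH_h_ Vs. XH_l_, the first up region was on chromosome 3 from 31472647 to 31476200 bp, with 81 and 358 tags (4.15 fold, Fisher's exact p = 6.77e-39), and the first down region on chromosome 5 from 28575446 to 28577733 bp, with 323 and 119 tags (2.89 fold, Fisher's exact p = 8.42e-26). In WRR_l_ Vs. XH_l_, the first down region was on chromosome 4 from 31763255 to 31767250 bp, with 1554 and 843 tags (2.06 fold, Fisher's exact p = 3.09e-67). None of these changes had a replicate check, and differences in peak width between libraries were not taken out. All 8 stayed past both thresholds when tags were scaled by the tags in all peaks, by the median ratio or by distinct tags. The largest shifts were in WRR_l_ Vs. XH_l_ per tag in all peaks, where the log2 change of the chromosome 9 region went from 1.762 to 1.317 and that of the chromosome 4 region from -1.042 to -1.487.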

Moreover, 2,259 differentially methylated genes were found in both WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_, while 2,758 were identified in both WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_. Of these, 1,400 genes were differently methylated in all of the four comparisons. 

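Among the 21478 regions called in all 4 libraries, where every contrast could be tested, 16657 were differential in no contrast, 3230 in 1, 1421 in 2, 117 in 3, and 53 in all 4. The 4 contrasts use each library 2 times, so a change in a single library enters 2 contrasts at once. Of the regions tested in both contrasts within breeds, 144 were differential in WRR_h_ Vs. WRR_l_ and in XH_h_ Vs. XH_l_, where 81.1 would be if the contrasts were independent (Fisher's exact test, p = 7.91e-12). For the contrasts across breeds, 211 were differential in both WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_, against 137.8 (Fisher's exact test, p = 1.03e-10). The expected numbers give every region the same probability of passing the thresholds, whatever its tag number or peak width. An excess over them can therefore arise without a change shared by the contrasts. Scaling by the median ratio over regions called in all 4 libraries lowered the number differential in all 4 contrasts to 22, and writing 0 tags where none was called raised it to 5272.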

We subsequently analyzed the direction and degree of methylation difference for the four contrasts in different gene regions. 

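In regions called in both libraries, WRR_h_ Vs. WRR_l_ had 226 up and 1175 down regions, so that 16.13% were up (95% Wilson interval 14.30 to 18.15%). WRR_h_ Vs. XH_h_ had 499 up and 895 down regions, with 35.80% up (33.32 to 38.35%). The order was the opposite in XH_h_ Vs. XH_l_, with 2182 up and 455 down regions and 82.75% up (81.26 to 84.14%), and in WRR_l_ Vs. XH_l_, with 3513 up and 413 down regions and 89.48% up (88.48 to 90.40%). The intervals take in the number of regions only, since each group had 1 pooled library. Over all tested regions, the median ratio of the second to the first group was 0.888 in WRR_h_ Vs. WRR_l_ and 0.948 in WRR_h_ Vs. XH_h_. It was 1.154 in XH_h_ Vs. XH_l_ and 1.211 in WRR_l_ Vs. XH_l_. Up and down changes cancel in this median, so it gives the shift between 2 libraries and not the degree of change of single regions. The direction depended on the depth by which tags were scaled. Per tag in all peaks, 44.49%, 56.09%, 21.98%, and 32.02% of the differential regions were up in WRR_h_ Vs. WRR_l_, WRR_h_ Vs. XH_h_, XH_h_ Vs. XH_l_, and WRR_l_ Vs. XH_l_, respectively. Per distinct tag, a scaling chosen after seeing the data, the shares were 49.91%, 39.04%, 77.24%, and 65.33%.

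**Figure D4:**
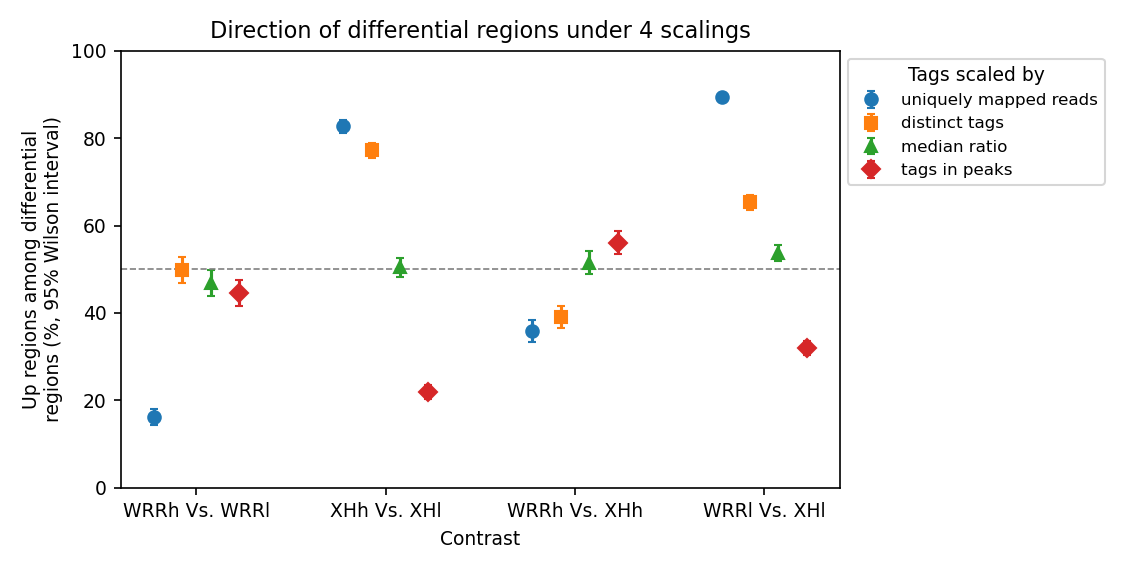
Share of up regions among the differential regions in % (vertical axis, bars showing the 95% Wilson interval) in each contrast (horizontal axis), with tags scaled by uniquely mapped reads, distinct tags, the median ratio or tags in peaks. With uniquely mapped reads the shares run from 16.13% to 89.48%, and with the median ratio from 46.81% to 53.68%, close to the dashed line at 50%.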

The results showed that there were more down-methylated genes than up-methylated genes in the WRR_h_ Vs. WRR_l_ and WRR_h_ Vs. XH_h_ contrasts, whereas a greater number of up-methylated than down-methylated genes were observed in both XH_h_ Vs. XH_l_ and WRR_l_ Vs. XH_l_ (Table 6). Furthermore, there were 12, 3, 151, 562, 4, and 7 common differentially methylated genes between WRR_h_ Vs. WRR_l_ (up) and XH_h_ Vs. Xh_l_ (up) in the upstream 2 k, 5′ UTR, exon, intron, 3′ UTR, and downstream 2 k, respectively, and 5, 0, 74, 528, 2, and 3 common genes between WRR_h_ Vs. WRR_l_ (down) and XH_h_ Vs. Xh_l_ (down) in those regions, respectively (Table S2). 

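The same comparison by region, over all sequences and without gene parts, gave 11 regions up and 11 regions down in both WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_. Another 118 regions were down in WRR_h_ Vs. WRR_l_ and up in XH_h_ Vs. XH_l_, and 4 were the reverse, so that 15.28% of the 144 regions differential in both contrasts changed in the same direction (95% Wilson interval 10.31 to 22.05%). Scaled by the median ratio over regions called in all 4 libraries, which takes out the overall shift between libraries, 29 of 83 regions (34.94%) had the same direction. For the contrasts across breeds, 102 regions were up and 21 were down in both WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_, while 3 were up and then down and 85 were down and then up. The share with the same direction was 58.29% of 211 (51.55 to 64.74%), and 71.35% of 171 (64.16 to 77.59%) when scaled by the median ratio. The contrasts within a pair share no library. In the contrasts across breeds, regions up in the first were more often up in the second than regions down in the first (Fisher's exact test, odds ratio 8.4, p = 0.000122), and within breeds the odds ratio was below 1, at 0.2564 (Fisher's exact test, p = 0.0525), with 0.3339 when scaled by the median ratio (Fisher's exact test, p = 0.022) and 0.3386 when scaled by distinct tags (Fisher's exact test, p = 0.0377).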

On the other hand, 56, 26, 332, 947, 15, and 45 common genes were found between WRR_h_ Vs. XH_h_ (up) and WRR_l_ Vs. Xh_l_ (up) in the upstream 2 k, 5′ UTR, exon, intron, 3′ UTR, and downstream 2 k, respectively, and 13, 3, 113, 570, 1, and 18 common genes between WRR_h_ Vs. XH_h_ (down) and WRR_l_ Vs. Xh_l_ (down) in those regions, respectively (Table S2).

**Figure 7:**
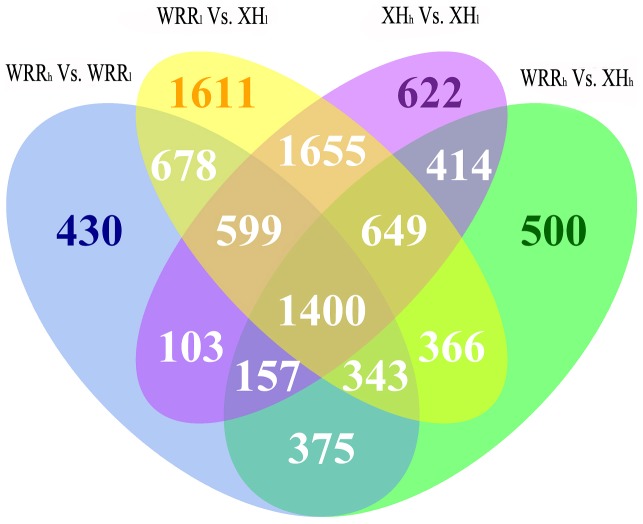
Differentially methylated genes unique or shared among four contrasts of WRR_h_ Vs. WRR_l_, XH_h_ Vs. XH_l,_ WRR_h_ Vs. XH_h,_ and WRR_l_ Vs. XH_l_. The number of differently methylated genes in each comparison was given at the top of each section of figures. WRR_h_ Vs. WRR_l_ indicated the comparison between the two-tail samples of Recessive White Rock. XH_h_ Vs. XH_l_ indicated the comparison between the two-tail samples of Xinhua Chickens. WRR_h_ Vs. XH_h_ indicated the comparison between the groups of Recessive White Rock and Xinhua Chickens with high body weight. WRR_l_ Vs. XH_l_ indicated the comparison between the groups of Recessive White Rock and Xinhua Chickens with low body weight.

**Table 6:** Numbers of differentially methylated genes for each contrast in different gene regions.

Contrast^1^	Upstream 2 k	5′UTR	Exon	Intron	3′UTR	Downstream 2 k
WRR_h_ Vs. WRR_l_ (up)	108	20	474	1135	32	89
WRR_h_ Vs. WRR_l_ (down)	367	71	1447	2396	160	303
XH_h_ Vs. XH_l_ (up)	700	179	2665	3373	341	578
XH_h_ Vs. XH_l_ (down)	100	12	449	1198	33	84
WRR_h_ Vs. XH_h_ (up)	192	48	739	1571	57	161
WRR_h_ Vs. XH_h_ (down)	291	65	1187	2127	132	257
WRR_l_ Vs. XH_l_ (up)	1138	349	3830	4587	585	996
WRR_l_ Vs. XH_l_ (down)	115	16	468	1276	33	107

1 WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively. For each contrast, up meant that there were greater peaks in the second group than the first group within the same region, whereas down meant there were greater peaks in the first group than the second group (p value<0.01).

### KEGG Pathway Analysis

In order to investigate the pathway categories of differentially methylated genes, we performed a DAVID functional annotation analysis. The results showed that the common differentially methylated genes of the WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_ contrasts were significantly enriched (Benjiamini adjusted p<0.05) in 9 predicted pathways, including several growth and metabolic related pathways such as Wnt signaling pathway, MAPK signaling pathway, ErbB signaling pathway, focal adhesion, and adherens junction (Table 7). A total of 132 differentially methylated genes involved in these 5 pathways were observed in the contrasts within the two breeds (WRR and XH) (Table S3) and some of those genes were crucial to chicken growth: IGF1, IGF1R, MYL9, MYLK, FGF12, FGF13, FGF14, FGF18, FGFR1, FGFR2, FGFR3, etc. Analysis of the common differentially methylated genes in the WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_ contrasts showed significant enrichment (Benjiamini adjusted p<0.05) in 8 KEGG pathways, including some related to growth and metabolic such as MAPK signaling pathway, adherens junction, focal adhesion, and tight junction (Table 8). There were 129 differentially methylated genes in these 4 pathways, including some affecting growth such as IGF1R, MYH11, MYH15, MYH7B, MYLK2, FGF12, FGF14, FGF18, FGFR2, FGFR3, TGFBR1, and TGFBR2 (Table S4). Further analysis of differentially methylated genes in pathways we concerned showed that 75 genes exhibited altered DNA methylation in all of the four contrasts including WRR_h_ Vs. WRR_l_, XH_h_ Vs. XH_l_, WRR_h_ Vs. XH_h_, and WRR_l_ Vs. XH_l_ (Table 9). Moreover, IGF1R and several genes belonging to the FGF family and receptors (FGF12, FGF14, FGF18, FGFR2, and FGFR3) were contained among them.

**Table 7:** KEGG pathways in which the common differentially methylated genes of WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_ enriched.

No.	Pathways	P value	Benjiamini^1^
1	Focal adhesion	4.60E−05	5.90E−03
2	Wnt signaling pathway	2.30E−04	1.50E−02
3	MAPK signaling pathway	2.80E−04	1.20E−02
4	Melanogenesis	3.10E−04	1.00E−02
5	ErbB signaling pathway	4.70E−04	1.20E−02
6	Vascular smooth muscle contraction	4.80E−04	1.00E−02
7	Phosphatidylinositol signaling system	1.40E−03	2.50E−02
8	Calcium signaling pathway	1.50E−03	2.50E−02
9	Adherens junction	2.60E−03	3.70E−02

1 KEGG pathway enrichments were performed with the DAVID Functional Annotation Tool (http://david.abcc.ncifcrf.gov/) and Benjiamini adjusted p<0.05 was regarded as enriched.

**Table 8:** KEGG pathways in which the common differentially methylated genes of WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_ enriched.

No.	Pathways	P value	Benjiamini^1^
1	MAPK signaling pathway	3.00E−04	3.80E−02
2	Adherens junction	4.10E−04	2.60E−02
3	Focal adhesion	4.50E−04	1.90E−02
4	Melanogenesis	5.60E−04	1.80E−02
5	Tight junction	1.20E−03	3.00E−02
6	Phosphatidylinositol signaling system	1.40E−03	2.90E−02
7	Calcium signaling pathway	1.80E−03	3.20E−02
8	Vascular smooth muscle contraction	2.00E−03	3.20E−02

1 KEGG pathway enrichments were performed with the DAVID Functional Annotation Tool (http://david.abcc.ncifcrf.gov/) and Benjiamini adjusted p<0.05 was regarded as enriched.

**Table 9:** Differentially methylated genes shared by WRR_h_ Vs. WRR_l_, XH_h_ Vs. XH_l_, WRR_h_ Vs. XH_h_, and WRR_l_ Vs. XH_l_.

No.	Gene	Description
1	ACTN1	actinin, alpha 1
2	AKT3	v-akt murine thymoma viral oncogene homolog 3 (protein kinase B, gamma)
3	BCL2	B-cell CLL/lymphoma 2
4	CACNA1B	calcium channel, voltage-dependent, N type, alpha 1B subunit
5	CACNA1D	calcium channel, voltage-dependent, L type, alpha 1D subunit
6	CACNA1H	calcium channel, voltage-dependent, T type, alpha 1H subunit
7	CACNA1I	calcium channel, voltage-dependent, T type, alpha 1I subunit
8	CACNA2D1	calcium channel, voltage-dependent, alpha 2/delta subunit 1; similar to voltage-gated calcium channel alpha2/delta-1 subunit
9	CACNA2D3	calcium channel, voltage-dependent, alpha 2/delta 3 subunit
10	CACNB2	calcium channel, voltage-dependent, beta 2 subunit
11	CACNG2	calcium channel, voltage-dependent, gamma subunit 2
12	CAPN2	calpain 2, (m/II) large subunit
13	COL5A2	collagen, type V, alpha 2
14	COL6A2	collagen, type VI, alpha 2
15	CREBBP	CREB binding protein (Rubinstein-Taybi syndrome)
16	CSNK2A1	casein kinase 2, alpha 1 polypeptide
17	CTNNA2	catenin (cadherin-associated protein), alpha 2
18	CTNNA3	catenin (cadherin-associated protein), alpha 3
19	EP300	E1A binding protein p300
20	EVI1	ecotropic viral integration site 1
21	FARP2	FERM, RhoGEF and pleckstrin domain protein 2
22	FGF12	fibroblast growth factor 12
23	FGF14	fibroblast growth factor 14
24	FGF18	fibroblast growth factor 18
25	FGFR2	fibroblast growth factor receptor 2
26	FGFR3	fibroblast growth factor receptor 3
27	FLNB	filamin B, beta (actin binding protein 278)
28	FLT1	fms-related tyrosine kinase 1 (vascular endothelial growth factor/vascular permeability factor receptor)
29	GSK3B	glycogen synthase kinase 3 beta
30	HRAS	v-Ha-ras Harvey rat sarcoma viral oncogene homolog
31	IGF1R	insulin-like growth factor 1 receptor
32	ITGA9	integrin, alpha 9
33	ITGB1	integrin, beta 1 (fibronectin receptor, beta polypeptide, antigen CD29 includes MDF2, MSK12)
34	ITGB5	integrin, beta 5
35	KRAS	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
36	LAMA3	laminin, alpha 3
37	LAMB3	laminin, beta 3
38	LMO7	LIM domain 7
39	LOC422316	similar to receptor tyrosine kinase flk-1/VEGFR-2
40	MAP2K4	mitogen-activated protein kinase kinase 4
41	MAP2K5	mitogen-activated protein kinase kinase 5
42	MAP3K3	mitogen-activated protein kinase kinase kinase 3
43	MAP3K5	mitogen-activated protein kinase kinase kinase 5
44	MAP3K7	mitogen-activated protein kinase kinase kinase 7
45	MAP4K4	mitogen-activated protein kinase kinase kinase kinase 4; similar to mitogen-activated protein kinase kinase kinase kinase 4
46	MAPK14	mitogen-activated protein kinase 14
47	MAPKAPK2	mitogen-activated protein kinase-activated protein kinase 2
48	MAPKAPK5	mitogen-activated protein kinase-activated protein kinase 5
49	MKNK1	MAP kinase interacting serine/threonine kinase 1
50	NF1	neurofibromin 1
51	NFKB1	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1
52	PAK7	p21(CDKN1A)-activated kinase 7
53	PARD3	par-3 partitioning defective 3 homolog (C. elegans)
54	PARVA	parvin, alpha
55	PARVB	parvin, beta
56	PDGFA	platelet-derived growth factor alpha polypeptide
57	PIK3CB	phosphoinositide-3-kinase, catalytic, beta polypeptide
58	PIK3R3	phosphoinositide-3-kinase, regulatory subunit 3 (p55, gamma)
59	PIK3R5	phosphoinositide-3-kinase, regulatory subunit 5, p101
60	PLA2G4A	phospholipase A2, group IVA (cytosolic, calcium-dependent)
61	PPP1R12A	protein phosphatase 1, regulatory (inhibitor) subunit 12A
62	PPP2CB	protein phosphatase 2 (formerly 2A), catalytic subunit, beta isoform
63	PPP3CB	protein phosphatase 3 (formerly 2B), catalytic subunit, beta isoform
64	PRKCA	protein kinase C, alpha
65	PTK2	PTK2 protein tyrosine kinase 2
66	PTPRR	protein tyrosine phosphatase, receptor type, R
67	RELN	reelin
68	RPS6KA2	ribosomal protein S6 kinase, 90kDa, polypeptide 2
69	SOS2	son of sevenless homolog 2 (Drosophila)
70	SSX2IP	synovial sarcoma, X breakpoint 2 interacting protein
71	TCF7	transcription factor 7 (T-cell specific, HMG-box)
72	TCF7L2	transcription factor 7-like 2 (T-cell specific, HMG-box)
73	VAV3	vav 3 oncogene
74	XIAP	X-linked inhibitor of apoptosis
75	YES1	v-yes-1 Yamaguchi sarcoma viral oncogene homolog 1

## Discussion

### DNA Methylation Profiles

Although global DNA methylation surveys have been performed on liver and muscle tissues [23], this study is the first to systematically compare the genome-wide muscle methylation profiles of fast- and slow-growing broilers using two-tail samples of two breeds with different growth performance. The objective was to identify methylated genes affecting chicken growth. In the present study, the MeDIP-seq method was applied and 4 lines were employed in all, each line using pooled DNA samples from 3 birds. Such a pooling strategy can reduce the cost. To confirm results from MeDIP-seq, methylation tests of three regions were done with bisulfite sequencing in each pooled samples. And the methylation levels between the two methods were generally in accord with each other. Reads distribution analysis of our study found that uniquely mapped reads were enriched in the repeats and the gene body regions. It was consistent with previous findings [23].

The scan of methylation enriched regions (called peak) in MeDIP-seq was important to survey the global methylation pattern. In this study, peak distribution analysis demonstrated that promoter and CGIs were hypomethylated, whereas the methylation levels in gene body regions and repeats were relatively high. These results were in accordance with findings in other species [22], [29]. It has been well documented that most of the promoter regions were lowly methylated and promoter DNA methylation had repressive effects on gene expression [30]. DNA methylation in the gene body regions might alter chromatin structure and transcription elongation efficiency [31]. However, in contrast to previous research in animals [22], [29], [32], we did not observed a higher methylation level in exons than in introns in chickens. Further analysis of the methylation levels in the gene body regions showed that there was no significant difference (P>0.05) among the methylation densities of the first exon (1.06±0.14), mid exon (1.43±0.14), last exon (1.23±0.14), and exons (1.34±0.14). Also no significant difference (P>0.05) was found among the methylation levels of the first intron (2.11±0.14), mid intron (2.32±0.14), last intron (2.55±0.14) and the intron region (2.39±0.14). On the other hand, it has been demonstrated that most of the CGIs were unmethylated and CGIs could influence local chromatin structure [33], [34]. Like the findings in the present study, the majority of methylated CGIs were observed in intragenic and intergenic regions [35], [36]. Intragenic or intergenic CGIs were proved to have the characteristics of functional promoters and the methylation of intragenic CGIs played a crucial role in regulating alternative promoters [34], [36], [37]. In chicken genome, the LINE/CR1 was the predominant interspersed repeat element and it accounted for over 80% of all interspersed repeats [38]. Our study here found that LINE/CR1 was the predominant repeats of DNA methylation, which was consistent with findings in previous study of chicken [23].

### Potential Pathways Involved in Chicken Growth at 7 Weeks of Age

Growth is under complex genetic control [39]. In the current study, in order to uncover its regulation mechanisms, the regulatory network underlying growth was examined. For those differentially methylated genes common for the contrasts compared within breeds or between breeds, enriched growth and metabolic related pathways were explored. As expected, several important pathways were found, including MAPK signaling pathway, Wnt signaling pathway, and ErbB signaling pathway. The MAPK signaling pathway is a well-known signal transduction pathway that can transduce a variety of external signals and subsequently lead to a wide range of cellular responses including growth, differentiation, inflammation and apoptosis. Currently, three major MAPK pathways, the extracellular-signal regulated kinases (ERK1/ERK2), the c-jun N-terminal kinases (JNK), and p38 kinase, have been identified [40]. Previous research showed that the MAPK (RAF/MEK/ERK) signaling pathway played a key role in skeletal muscle and its activation was indispensable for muscle cell proliferation [41]. And the p38 MAPK signaling pathway was proved to be a major regulator of skeletal muscle development [42]. On the other hand, the MAPK pathway is a common target downstream of all ErbB receptors, which are well-known mediators of cell proliferation, differentiation, apoptosis, and cell motility [43]. Thus, the ErbB signaling pathway was also selected as a possible pathway affecting growth in the present study. The Wnt signaling pathway was crucial for embryogenesis in vertebrates. In chicken, the Wnt signaling pathway was found to be strongly associated with some carcass traits [44]. In addition, our analyses also found some pathways related to cell junctions (tight junction, focal adhesion, adherens junction) enriched. Focal adhesion was the signaling center of numerous intracellular pathways that regulated cell growth, survival, and gene expression [45]. Moreover, recent studies suggested that the tight junction was involved in the regulation of cell growth and differentiation, while the adherens junction could limit cell growth [46]–[48]. Therefore, those three pathways were regarded as pathways potentially related to chicken growth at 7 weeks of age in this study.

### Function of Potential Methylated Genes Affecting Chicken Growth at 7 Weeks of Age

WRR and XH were two chicken breeds with divergent growth rate. In this study, the body weight of WRR was more than three times of the XH at seven weeks of age. Further, for the two-tail samples within each breed, the body weight of fast-growing samples was about 1.5 times more than slow-growing samples. Therefore, the identified differentially methylated genes within or between the two breeds in breast muscle tissues were potentially involved in chicken growth at 7 weeks of age. Eventually, we found that a total of 75 differentially methylated genes shared by all the four contrasts (WRR_h_ Vs. WRR_l_, XH_h_ Vs. XH_l,_ WRR_h_ Vs. XH_h,_ and WRR_l_ Vs. XH_l_) might contribute to the regulation of chicken growth at 7 weeks of age. Among them, IGF1R and several genes belonging to the FGF family and receptors (FGF12, FGF14, FGF18, FGFR2, and FGFR3) were contained. IGF1R has been well demonstrated to play an important role in the skeletal muscle development [49], [50]. In chicken, several polymorphisms of the IGF1R gene were identified to be associated with early growth traits and carcass traits [4]. FGFs were originally isolated as growth factors for fibroblasts, and now they were recognized as growth factors with diverse biological activities [51]. For instance, previous studies in rodents and chicken demonstrated that FGF18 was a pleiotropic growth factor involved in the development of various organs [52], [53]. Studies using FGF knockout mice also indicated that FGF18 played a crucial role in development [51]. FGFRs were also demonstrated to have crucial effects on cell proliferation [51]. The results from this study indicated that these genes might affect chicken growth at 7 weeks of age via the change of DNA methylation.

In addition, many other differentially methylated genes related to muscle development were found in both inner contrasts (WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_), including the key modulator of skeletal muscle differentiation, IGF1 and well-known genes related to the biosynthesis of myosin (MYL9 and MYLK) [54]. The methylation of these genes might partially contribute to the chicken growth difference within breeds at 7 weeks of age. On the other hand, some well-known genes related to the biosynthesis of myosin (MYH11, MYH15, MYH7B, and MYLK2) and two genes essential for normal growth and development (TGFBR1 and TGFBR2) were observed in both across-breed contrasts (WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_) [55], [56]. We believed that the methylation of these genes might partially contribute to the chicken growth difference between WRR and XH at 7 weeks of age. However, the epigenetic effects of these genes on chicken growth still require further study in the future.

In summary, this study provided a comprehensive analysis of DNA methylation profiles of chicken breast muscle and revealed 75 differentially methylated genes between fast- and slow-growing birds at 7 weeks of age. Several genes (IGF1R, FGF12, FGF14, FGF18, FGFR2, and FGFR3) may play key roles in affecting chicken growth at 7 weeks of age. Our observations provide new clues for deciphering the epigenetic mechanisms of chicken growth and will contribute to the improvement of poultry production.

## Supporting Information

Figure S1 **Chromosome distribution of reads in WRR_h_ and WRR_l_.** The distribution of reads in the chromosome 1–28, Z, W, and chromosome MT of the chicken genome was shown with red color for each sample. MeDIP-seq reads were plotted in 10 kb windows along chromosome. WRR_h_ and WRR_l_ indicated the group of Recessive White Rock with high body weight and Recessive White Rock with low body weight, respectively.
(JPG) Click here for additional data file.

Figure S2 **Chromosome distribution of reads in XH_h_ and XH_l_.** The distribution of reads in the chromosome 1–28, Z, W, and chromosome MT of the chicken genome was shown with red color for each sample. MeDIP-seq reads were plotted in 10 kb windows along chromosome. XH_h_ and XH_l_ indicated the group of Xinhua Chickens with high body weight and Xinhua Chickens with low body weight, respectively.
(JPG) Click here for additional data file.

Figure S3 **Bisulfite sequencing validation of MeDIP-seq data in one region with relatively low methylation.** WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.
(JPG) Click here for additional data file.

Figure S4 **Bisulfite sequencing validation of MeDIP-seq data in one region with relatively low methylation.** WRR_h_, WRR_l_, XH_h_, and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight, and Xinhua Chickens with low body weight, respectively.
(JPG) Click here for additional data file.

Table S1 The GO categories of methylated genes.
(XLS) Click here for additional data file.

Table S2 Differentially methylated genes overlapped among the four comparisons including WRR_h_ Vs.WRR_l_, WRR_h_ Vs.XH_h_, WRR_l_ Vs.XH_l_, and XH_h_ Vs.XH_l_ based on the up/down and gene body regions classifications.
(XLS) Click here for additional data file.

Table S3 Differentially methylated genes related to chicken growth in both contrasts of WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_.
(XLS) Click here for additional data file.

Table S4 Differentially methylated genes related to chicken growth in both contrasts of WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_.
(XLS) Click here for additional data file.

Dataset S1 **The GO categories of methylated genes when genes were subdivided according to their methylated regions.**
(RAR) Click here for additional data file.

Dataset S2 **Detail information of differentially methylated genes in the four comparisons including WRR_h_ Vs.WRR_l_, WRR_h_ Vs.XH_h_, WRR_l_ Vs.XH_l_, and XH_h_ Vs.XH_l_.**
(RAR) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

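Breast muscle DNA of 3 female birds per group was pooled and 1 MeDIP-seq library was made for each of WRR_h_, WRR_l_, XH_h_, and XH_l_. The authors mapped paired-end reads to the Ensembl release 63 chicken genome, kept uniquely mapped reads and called peaks in each library separately with MACS, without a control library. The version named in the paper's methods was not given in the peak lists. The deposited lists record that MACS used a tag size of 49 bp, a band width of 200 bp, an effective genome size of 1100000000 bp, a local background range of 5000 bp and a calling p of 1e-05, and that at most 2 tags at the same position were kept. The estimated fragment size was 270 bp in WRR_h_, 262 bp in WRR_l_, 265 bp in XH_h_, and 252 bp in XH_l_.

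For each peak the authors gave the count of tags in it, after the limit on duplicates and without normalization. The authors also gave the fold enrichment of the summit over the background that MACS estimated in the same library, which is a ratio. The authors' score is -10 times the log10 of the p of the peak. Positions were used as deposited, counted from 1, except that starts below 1 were set to 1, after which 7 or 8 peaks of each library started there. Tags per library before and after the limit on duplicates were read from the deposited lists, and uniquely mapped reads from Table 2.

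Everything after the peak calls was computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, and scipy 1.17.1, and plotted with matplotlib 3.10.9. Peaks of all 4 libraries were merged into regions where they overlapped by at least 1 bp. The tags of a library were summed over its own peaks in a region, so the width of those peaks enters every ratio of tags. For the 4 contrasts, the tags of each region called in both libraries were compared by Fisher's exact test against the uniquely mapped reads, and regions with a fold over 2 and p under 0.01 were counted as differential, after the thresholds in the paper. These p were not adjusted in the main setting, since the paper names no adjustment for this threshold, and an adjusted setting was among the alternatives. Whether up or down regions were more frequent was tested with an exact binomial test against 50%, which treats regions as independent. The Fisher function was tested on simulated data: with 200 regions changed 4 fold, 100% of the changed regions and 0.318% of the unchanged regions were called. The simulation held the sampling of reads only, so it checks the function and gives no rate of false calls for the real regions. Shares are given with a 95% Wilson interval, and the smallest share that can be seen is taken as 3 counts of the total. Correlations between contrasts were computed across regions called in all 4 libraries, with 100000 shuffles of the regions. Regions are not independent replicates, and every group had 1 library, so no value has an error between birds.

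For the region of GGA17, the expected number of peaks needs the length of the chromosome. The length set before the files arrived, the end of the last peak, was 3175695 bp and fell short of the region, so the end of the region itself, 11182526 bp, was used. The regions named in the text were chosen by a rule set before the files arrived: the amplicons PM1 to PM5, the GGA17 region, and the region on an assembled chromosome with the smallest Fisher p in each direction of each contrast, among those past both thresholds. Genes named in the paper were to be reported only with an annotation.

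The alternatives tried were a score of at least 100, a fold enrichment of at least 10, assembled chromosomes only, summits with a window of 200 bp, an equal number of peaks per library, an overlap of at least 50%, other scalings of the tags, other treatments of regions without a peak in a library, an adjusted p under 0.05, and a fold over 1.5. No reference genome or annotation was at hand, so methylation densities of genome components, methylated CpG islands, repeats, methylated genes, and the GO and KEGG results were not analysed here.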

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

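The choices of samples, tests and alternatives were made before the peak lists were seen, apart from the scaling by distinct tags and the explanations said below to be written after the result. Each of 15 measures of the libraries (number of peaks, depth, duplicates, fragment size, peak length and strength, and the shares of peaks and tags on unplaced sequences and on chromosomes Z and W) was checked for a library far from the other 3. None of the 30 ends of these measures was past Dixon's 95% critical value. The number of peaks of XH_l_ came close, with a gap of 0.802 of the whole range.

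The low against high weight contrast went opposite ways in the breeds, with 16.13% of the differential regions up in WRR_h_ Vs. WRR_l_ and 82.75% up in XH_h_ Vs. XH_l_. The difference between the breeds was not tested, since each group had 1 library. WRR_l_ had the fewest distinct tags (6439574) and the lowest share of distinct tags (57.38%), and XH_l_ the most (8360382 and 67.58%), while uniquely mapped reads differed less. If the number of distinct tags were the cause, the contrasts would no longer lie on opposite sides of 50% once tags were scaled by it. WRR_h_ Vs. WRR_l_ came to 49.91% up, which could not be told from 50% (exact binomial test, p = 0.976), and XH_h_ Vs. XH_l_ stayed at 77.24%. The excess of down regions within WRR may therefore come from duplicates in the WRR_l_ library, and this excess cannot be told apart from that explanation. For the opposite directions in the breeds the test did not decide, because WRR_h_ Vs. WRR_l_ lay on neither side of 50%. The excess of up regions within XH was left after this scaling, and it fell to 50.43% with the median ratio. The median ratio centres the regions by its construction and cannot serve as evidence for a balance. Per tag in all peaks, both contrasts lay below 50%, with 44.49% up in WRR_h_ Vs. WRR_l_ and 21.98% up in XH_h_ Vs. XH_l_. That scaling could remove a real shift along with a technical one.

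The breed contrast also differed between the weight groups, with 35.80% up in WRR_h_ Vs. XH_h_ and 89.48% up in WRR_l_ Vs. XH_l_, a difference that was not tested either. Scaled by distinct tags, the share in WRR_l_ Vs. XH_l_ was 65.33%, which was still more than 10 points above 50%, so the number of distinct tags alone left part of the excess. Scaled by tags in all peaks it was 32.02%, so a higher share of tags in peaks in XH_l_ is a candidate explanation for the rest. Weight group and breed could not be separated from the efficiency of the pull-down in a single library.

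Peaks on unplaced and random sequences, which the paper does not discuss apart from the bisulfite region of Figure 2, held 15.98% of the tags in peaks in WRR_h_, 15.95% in WRR_l_, 16.78% in XH_h_, and 14.65% in XH_l_, although they were at most 8.98% of the peaks. Of the 100 peaks with the most tags in a library, at least 68 lay on these sequences in every library, and 76 did in WRR_h_ and in WRR_l_. Reads of several genomic copies collapsed onto a single assembled copy are a candidate explanation. The 68 peaks do not decide this, because neither the sequence nor the coverage of DNA without pull-down was in the files analysed here, so high methylation of these sequences and collapsed copies cannot be told apart.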

How the results depend on the processing

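Of the 151 rows that recomputed a result under an alternative, 97 were counted as unchanged. The number of peaks on assembled chromosomes only, the peaks at the amplicons, and the direction of the 8 named regions stayed within the bounds set for no change. So did the number of regions shared by all libraries with summit windows or equal numbers of peaks. The absence of peaks in the GGA17 region was counted as unchanged too. Its only alternative was a stricter score, which can only remove peaks, so it does not speak for stability.

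A score of at least 100 keeps the stronger peaks and left 17961, 16982, 16290, and 23890 peaks in WRR_h_, WRR_l_, XH_h_, and XH_l_ (1372.4, 1382.0, 1265.1, and 1740.1 per 1000000 uniquely mapped reads), covering 19.94, 17.24, 17.84, and 26.01 Mb, with 7795 regions shared by all. A fold enrichment of at least 10 left 10402, 13578, 10047, and 13736 peaks. Fold enrichment is relative to the background of the same library. With this filter WRR_l_, with the fewest distinct tags, moved from the third place to the second, and the reason was not tested. Per 1000000 distinct tags, a scaling added after seeing the data, there were 5735.5, 6962.0, 5616.7, and 6437.6 peaks. An overlap of at least 50% of both peaks lowered the mean pairwise sharing from 65.51% to 60.36%.

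For the contrasts WRR_h_ Vs. WRR_l_, XH_h_ Vs. XH_l_, WRR_h_ Vs. XH_h_, and WRR_l_ Vs. XH_l_, in this order, the number of differential regions was 30553, 36582, 31527, and 38900 with 0 tags where no peak was called, 8331, 12326, 9452, and 14142 with the lowest tag number of the library there, 3094, 5901, 3172, and 7287 with a fold over 1.5, and 224, 534, 275, and 976 with a score of at least 100. A region just under the calling threshold has tags that the lists do not show, so 0 tags makes nearly any peak of a single library differential. The other alternatives stayed within 1.5 times the main counts.

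The direction changed only with the scaling of the tags. Per tag in all peaks it reversed in XH_h_ Vs. XH_l_ (21.98% up), WRR_h_ Vs. XH_h_ (56.09%), and WRR_l_ Vs. XH_l_ (32.02%). With the median ratio, neither WRR_h_ Vs. XH_h_ (51.53%, exact binomial test, p = 0.274) nor XH_h_ Vs. XH_l_ (50.43%, exact binomial test, p = 0.711) could be told from 50%, and the first of these lay on the other side of it. Per distinct tag it was no longer past the threshold in WRR_h_ Vs. WRR_l_ (49.91%). Tags in peaks are themselves raised by stronger methylation, so this scaling could remove a real shift along with a technical one, and the peak lists alone do not tell whether 21.98% or 82.75% is closer for XH_h_ Vs. XH_l_.

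The number of regions differential in all 4 contrasts was 53, and it was 20 per tag in all peaks, 22 with the median ratio, 5272 with 0 tags, 1219 with the lowest tag number, 267 with a fold over 1.5, 2 with a score of at least 100, and 29 per distinct tag.

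Of the 36 rows for single regions or pairs of libraries, 3 were counted as moved, all of them pairs under the 50% overlap. Every pair fell under that overlap, so these 3 do not stand apart. WRR_l_ and XH_l_, counted as unchanged, went from 64.77% to 59.18%. WRR_h_ and XH_h_, counted as moved, went from 65.44% to 60.66%. Methylation density, methylated CpG islands and methylated genes, with their alternatives, were not run, since no reference or annotation was at hand. With 1 library per group no library could be left out, and no result has an error between birds.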

Differences from the paper's values

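The number of peaks in each library equalled the paper's total in Table 3, and the tags that MACS read were fewer than the uniquely mapped reads of Table 2 in each library, by less than the factor of 1.5 used to call a difference. Among the alternatives for the number of peaks, assembled chromosomes only stayed within that factor, and a score of at least 100 or a fold enrichment of at least 10 did not.

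The paper describes the region of PM4 and PM5 as highly methylated and draws its read depth for each group in Figure 2. In XH_h_ no peak overlapped PM4 or PM5, and the nearest one began 3.3 kb beyond PM5. The peak lists hold no tag number where no peak was called, so the missing call does not show low methylation there and does not contradict the paper. The paper treats PM1 as a region of relatively low methylation, and a peak with 38 tags covered 100% of PM1 in WRR_h_.

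The paper lists the fewest differentially methylated genes in WRR_h_ Vs. WRR_l_. Counted as regions, WRR_h_ Vs. XH_h_ had slightly fewer, with 1394 against 1401. With assembled chromosomes only it also had fewer (1177 against 1231). Under each of the other alternatives set before the files arrived, WRR_h_ Vs. WRR_l_ had the fewest, as in the paper, for example with 1070 against 1339 per tag in all peaks, 1083 against 1339 with the median ratio, and 1224 against 1290 with an adjusted p under 0.05. It also had the fewest per distinct tag, a scaling chosen after seeing the values (1094 against 1368). The paper counts genes and the values here count regions with a peak in both libraries.

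The paper reports reads on the mitochondrial chromosome, and no peak was called there (0 in all libraries).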

Other observations

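XH_l_ had the most peaks. Explanations were weighed as follows. The number of distinct tags was not decided by its test, a prediction written after the numbers were seen. XH_l_ had 6437.6 peaks per 1000000 distinct tags, fewer than WRR_l_ with 6962.0, but more than WRR_h_ with 5735.5 and XH_h_ with 5616.7. The number of peaks also did not follow the distinct tags across libraries, since WRR_l_ had the fewest distinct tags (6439574 against 7836275 in WRR_h_) and nearly as many peaks as WRR_h_ (44832 against 44945). Peaks near the calling threshold did not account for it, because XH_l_ still led among peaks with a score of at least 200, with 6165 against 4407 in WRR_h_, 3752 in WRR_l_, and 3924 in XH_h_. A stronger pull-down remains a candidate explanation: 23.63% of the distinct tags of XH_l_ lay in the regions called in all 4 libraries, against 21.76% in WRR_h_, 22.05% in WRR_l_, and 20.96% in XH_h_, also a prediction written after the result. The greater number of peaks in XH_l_ cannot be told apart from pull-down efficiency.

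Ratios between breeds were partly shared by the weight groups. Across the 21478 regions called in all libraries, the log2 ratio of XH_h_ to WRR_h_ and that of XH_l_ to WRR_l_, which share no library, had a Pearson r of 0.1014 (Spearman's rho 0.0879, permutation test over regions, p = 1e-05, the smallest that 100000 shuffles can give, adjusted p 1e-05 over the 2 relations computed). The correlation is across regions, which are not independent replicates. The largest r in any shuffle was 0.0304, so sampling noise alone did not give it. A dependence of the ratio on the tag number was not the reason either, as the median r within 10 equal groups of regions by mean tag number was 0.1215. Copy number differences between the breeds were expected to make neighbouring regions within 10 kb correlate by more than 0.2, and they correlated by 0.1097 (0.0255 for regions 50 positions apart). Only 0.1808 of the variance of the mean breed ratio was common to both weight groups, so a shared cause could hardly have reached 0.2, and copy number differences remain possible. These predictions were written before the tests. Differences in peak width, which enter every ratio of tags, were not taken out. Bias by GC content, sequence variants under reads and the batch of the libraries could not be tested, so a breed difference in methylation, which may account for a small part of the variation only, is a hypothesis that cannot be told apart from copy number, peak width or these other explanations.

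The weight contrast showed nothing of the kind. The log2 ratio of WRR_l_ to WRR_h_ and that of XH_l_ to XH_h_ had a Pearson r of -0.0708 across the same regions (Spearman's rho -0.0703, permutation test over regions, p = 1e-05, adjusted p 1e-05), and the median r within 10 equal groups of regions by mean tag number was -0.0721. Regions higher at low weight in a breed were thus not higher at low weight in the other. The negative sign was not predicted. The largest size of r in any shuffle was 0.0316, so the opposition was larger than sampling noise, a comparison set after the result was seen. A negative r arises when libraries of the same weight group are less alike than libraries that share neither breed nor weight group. The mean pairwise sharing of peaks did not show such an order, with 66.34% for libraries of the same breed, 65.10% for libraries of the same weight group, and 65.09% for libraries sharing neither. The Jaccard index by base pairs was slightly lower for libraries of the same weight group, with 41.25% against 41.60% for libraries sharing neither and 42.45% for libraries of the same breed. With 1 library per group this cannot be told apart from differences between libraries that have nothing to do with weight.

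Chromosome Z had 33.44 to 34.47% of the peak density of chromosomes 3 to 5 in every library. Female birds carry a single Z, which lowers the number of reads on it. To test whether the single copy accounts for the low density, the summit height and background of each peak of chromosomes 3 to 5 were worked out from its p and fold enrichment, and the height was multiplied by 0.5. When the background was cut the same way, at least 47.32% of the peaks stayed past 1e-05, more than the density observed on Z. When the background was left as it was, as for a background taken from the whole genome, at most 21.12% stayed, fewer than observed. The observed density lies between these bounds in all 4 libraries, so the single copy may be enough to explain it, depending on how often MACS used a genome-wide background, and a lower methylation of Z cannot be told apart from it. The predictions were written before the test.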
